A study of Mus musculus with 9 samples.

How the data were processed

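MNase HiChIP was measured in 9 libraries of E14 mouse embryonic stem cells that carry an auxin-inducible degron (AID) tag on CTCF. HiChIP joins DNA ends that lie close together in crosslinked nuclei and then enriches the ligated DNA with an antibody. In this version micrococcal nuclease cut the chromatin. Per the labels, the antibodies were against H3K27ac (2 untreated libraries and 2 libraries after 12 h of the auxin IAA), CTCF (2 untreated libraries) and RAD21, a subunit of cohesin (3 untreated libraries). IAA triggers degradation of proteins with an AID tag. The level of CTCF protein was not analysed here, and CTCF and RAD21 interactions after IAA were not analysed here.

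The deposited values are lists of called interactions, 1 list for each of the 4 groups. Per the labels, all replicates of a group refer to the same list, so the lists are pooled over replicates. Each row is a pair of genomic bins with a contact count, and the deposited contact counts are whole numbers that the authors did not normalise. Per the file headers, each row also carries the coverage of both bins, a flag for whether each bin is a peak, a contact count predicted by a model with coverage bias, a p-value and a q-value. The column layout is that of FitHiChIP, and the largest deposited q-value in each list was just under 0.05, so the lists hold pairs that passed a q threshold of 0.05. Bins were 2 kb for H3K27ac, with a peak at 1 end at least, and 1 kb for CTCF and RAD21, with peaks at both ends. No header or label states the aligner, the filters, the peak calling or the genome build.

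The build was inferred from the coordinates. Against GRCm38 with the GENCODE M21 basic annotation, 0 anchors lay beyond a chromosome end. Of 34038 CTCF-list anchor bins, 16.0% held a match to the CTCF consensus CCGCGNGGNGGCAG with up to 2 mismatches at the named bases. The share was 4.77% for the same bins moved by 10000 bp. With the motif core CCRSYAGRKGGCRS and up to 1 mismatch, which was chosen after seeing the data, the shares were 41.7% and 5.15%. Protein-coding start sites lay in 24.4% of the untreated H3K27ac anchor bins and in 6.11% of the moved bins. Coordinates are given on GRCm38 on that basis, counted from 1.

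Depth was taken from the lists themselves. The predicted count divided by its probability is nearly constant within a list and gives the number of contacts in the authors' model. Its spread was 0.030 for untreated H3K27ac and 0.046 after IAA, against 0.0014 for CTCF and 0.00022 for RAD21. The ratio of the q-value to the p-value, with the rank of the pair, gives the number of pairs the authors tested. Precision is set by the counts in single bin pairs, whose median was 13 to 14. Confidence intervals of shares are 95% Wilson intervals. They cover counting error only, since reads without molecular identifiers are not independent molecules and bin pairs are not replicates.

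An untreated H3K27ac interaction was called shared when the same bin pair was in the IAA list. For shared interactions, the exact two-sided binomial test compared the 2 contact counts, with the expected split set by the totals over all shared interactions, and p-values were adjusted by the Benjamini-Hochberg method. With 1 pooled list per condition, that test compares the 2 pooled libraries, not the conditions, and the spread between replicates cannot be estimated. The log2 ratio of contacts used the same scaling. Classes of interactions were compared with 10000 random lists of the same size, drawn with replacement from the other interactions and matched on deciles of span and of contact count. A class was taken to stand apart when it lay outside the central 95% of the lists. The lists draw interactions singly, although neighbouring interactions can share anchors. Their central 95% may therefore be too narrow, and a small difference outside the lists is weak evidence. Overlaps between lists were compared with 1000 circular shifts along each chromosome, and motif orientation with 10000 random re-pairings of left and right anchors. CTCF and RAD21 anchors were assigned to 2 kb bins for comparison with H3K27ac.

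The named interactions are the 3 with the largest rise and the 3 with the largest fall among shared interactions with an adjusted p-value under 0.05 and at least 20 contacts over both lists, leaving out an interaction within 2 bins of both anchors of one already named. The promoters of 5 genes, Sox2, Klf4, Nanog, Esrrb and Prdm14, were fixed as loci, each as the 2 kb bin that holds the start of the annotated gene. Groups, tests, named items and 69 processing alternatives were chosen before the data were examined, and 13 alternatives were added afterwards. The alternatives covered the q threshold, a tolerance of 1 bin, a minimum of 10 contacts, list length, matching, scaling, anchor coverage and the motif. The 2 alternatives that need values per replicate could not be run.

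The statistics were tested on simulated data before use. In 15551 simulated interactions with 200 changed by 4-fold, the binomial test recovered 64.0% of the changed ones, all in the right direction, and called 6 unchanged ones. It recovered 10% of 2-fold and 78.0% of 8-fold changes. Simulated interactions did not have to be called in both lists, unlike those in the data. A pass limit on recovery that had been set by guess for 4-fold changes was not met. The low recovery follows from the counts, so the limit was dropped, and recovery is given here in its place. Matched lists called 8 of 100 simulated sets of 36274 interactions with no shift in retention, where a central range of 95% implies about 5, and 100 of 100 sets with a shift of -10 points. They called 1 of 40 sets of contact changes with no shift and 40 of 40 with a log2 shift of -0.20. The simulated interactions varied independently, so these rates do not test the effect of shared anchors. Calculations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots were drawn with matplotlib 3.10.9.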

Results

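Chromatin interactions were profiled by MNase HiChIP in CTCF-AID mouse embryonic stem cells. H3K27ac, a histone mark of active promoters and enhancers, was profiled without treatment and after 12 h of IAA, with 2 replicates each. CTCF (2 replicates) and RAD21 (3 replicates) were profiled without treatment. Each of the 4 groups is represented by 1 list pooled over its replicates, so no value below has a replicate error, and no comparison could be set against the spread between replicates. The title of the series concerns loop-dependent and loop-independent effects of CTCF. The comparisons below concern the part the lists can address, namely which H3K27ac interactions were called with and without IAA and how they related to CTCF and RAD21 interactions.

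The untreated H3K27ac list held 36274 interactions and the IAA list 28210. The authors' models rested on 12551236 contacts in the untreated and 14629323 in the IAA H3K27ac data, with 9124391 and 10753277 bin pairs tested. The untreated CTCF list held 49630 interactions from 2839756 model contacts, and the RAD21 list 23630 from 1517698. The median contact count per interaction was 14 for CTCF, 13 for RAD21, 13 for untreated H3K27ac and 14 for H3K27ac after IAA. Called interactions took 33.7% of the model contacts for CTCF and 26.2% for RAD21, against 4.94% for untreated H3K27ac and 3.47% after IAA. The CTCF and RAD21 shares have another base than the H3K27ac shares. Their lists hold pairs of peaks at 1 kb, with 1449123 and 968019 pairs tested, while H3K27ac needed a peak at 1 end only, at 2 kb. The gap therefore does not measure how far contacts concentrate in interactions. The median span was 149 kb for CTCF, 123 kb for RAD21, 24 kb for untreated H3K27ac and 22 kb after IAA. Both anchors were peaks in 85.2% of untreated and 87.6% of IAA H3K27ac interactions.

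**Figure D1:**
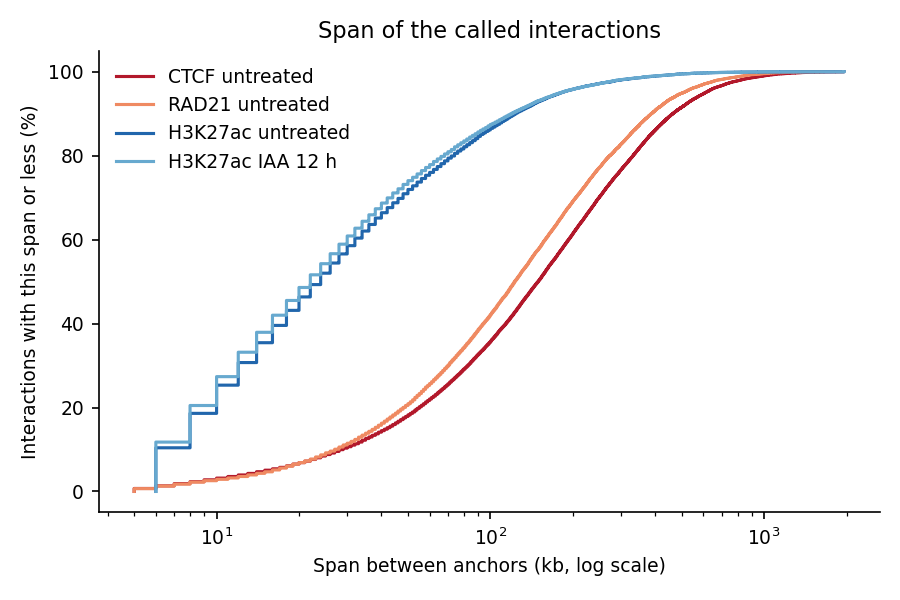
Cumulative share of interactions (percent) against the span between anchors (kb, log scale), with 1 line for each of the 4 lists. The H3K27ac lines, with medians of 24 and 22 kb, lie to the left of the RAD21 and CTCF lines, with medians of 123 and 149 kb.

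The CTCF and RAD21 lists were first compared with each other, at 1 kb bins. Of the 23630 RAD21 interactions, 17063 were also in the CTCF list, or 72.2% (95% Wilson interval 71.6 to 72.8). The mean over 1000 circular shifts was 0.00623%. In the other direction, 34.4% of the CTCF interactions were in the shorter RAD21 list. CTCF-list anchors lay at both ends of 81.2% of RAD21 interactions. Across the 17063 common interactions, which are not independent replicates, Spearman's rho between the CTCF and RAD21 contact counts was 0.752. Untreated H3K27ac interactions seldom fell on the same 2 kb bin pair as a CTCF or RAD21 interaction. The share was 6.23% for CTCF (5.99 to 6.48) and 5.68% for RAD21 (5.45 to 5.92), while the shifts gave means of 0.0318% and 0.0174%. In all these comparisons the shifts move interactions off the peaks that the lists require, so values near 0 follow from the method. They do not show how much overlap shared peaks alone would give.

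Motif orientation at CTCF interactions was examined on GRCm38 sequence. With the consensus CCGCGNGGNGGCAG, 1444 CTCF interactions carried matches on a single strand at each anchor. Of these, 37.7% were convergent (35.3 to 40.3) and 13.6% divergent. Random re-pairing of the same left and right anchors gave 38.5% convergent (37.3 to 39.8), so the observed pairs did not differ from the re-paired ones. With the motif core, 66.7% of 14017 interactions were convergent, 2.43% were divergent, and re-pairing gave 67.5% (67.2 to 67.7). Re-pairing keeps the strand shares on each side, and therefore measures the pairing and not the orientation itself. By the core, 82.9% of left anchors were on the forward strand and 83.3% of right anchors on the reverse strand.

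Of the untreated H3K27ac interactions, 15551 were called at the same bin pair after IAA, or 42.9% (42.4 to 43.4). They made up 55.1% (54.5 to 55.7) of the IAA list. A further 20723 interactions were called without treatment only, and 12659 after IAA only. Allowing each anchor to differ by 1 bin moved these shares most, to 65.7% of the untreated and 75.9% of the IAA list. Across the 20 chromosomes with at least 100 untreated interactions, the share called again ranged from 36.9% to 48.3%. It rose with the contact count, from 14.7% (13.9 to 15.6) at 6 to 9 contacts to 96.3% (94.8 to 97.4) at 50 to 558 contacts. An interaction missing from a list is therefore one that was not called at this depth, not one shown to be absent.

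For interactions called in both lists, contact counts were compared directly. They held 347765 contacts without treatment and 340816 after IAA, which were 2.77% and 2.33% of the respective model totals, a log2 ratio of -0.25. Changes are given relative to the totals over shared interactions. By the exact two-sided binomial test with Benjamini-Hochberg adjustment, 21 of 15551 interactions had an adjusted p-value under 0.05, 15 higher and 6 lower after IAA. Scaling by the model totals instead gave 60, of which 6 were higher and 54 lower, so the balance of directions depended on the scaling. An unadjusted p-value under 0.05 was found for 4.41% of the shared interactions, and counting error alone would give 4.25%. The SD of the log2 ratio was 0.43, and counting error alone would give 0.52. Interactions enter this comparison only if called in both lists, which narrows the spread. On simulated counts the test recovered 10% of 2-fold changes, so most changes of that size were not detectable at this depth. The simulated counts did not have to be called in both lists. Recovery therefore does not cover changes that take an interaction out of a list, which were not tested at all.

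The largest fall among the named interactions was on chromosome 1, between 166124001 to 166126000, in an intron of Dusp27, and 166152001 to 166154000, overlapping an exon of Gpa33. Its contacts went from 64 to 15 (log2 ratio -2.06, 95% interval -2.86 to -1.26, adjusted p 8.05e-05), and its bin pair was in the RAD21 list. The next was on chromosome 11, between 69682001 to 69684000, which holds the Senp3 start site, and 69714001 to 69716000, outside annotated genes, with 59 and 18 contacts (log2 ratio -1.68, adjusted p 0.00516). That bin pair was in both the CTCF and the RAD21 list. The last was intergenic on chromosome 15, between 77342001 to 77344000 and 77356001 to 77358000, with 63 and 22 contacts (log2 ratio -1.49, adjusted p 0.0111).

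The largest rise was on chromosome 1, between 170214001 to 170216000, which holds the Uhmk1 start site, and 170254001 to 170256000, which holds the annotated pseudogene Gm6345. Its contacts went from 15 to 80 (log2 ratio 2.44, 95% interval 1.66 to 3.23, adjusted p 2.31e-08). On chromosome 14, an interaction between 52018001 to 52020000, at Zfp219, and 52066001 to 52068000 rose from 10 to 39 contacts (log2 ratio 1.99, adjusted p 0.0188). On chromosome 1, an interaction within introns of Fbxo36, between 84882001 to 84884000 and 84890001 to 84892000, rose from 17 to 55 contacts (log2 ratio 1.72, adjusted p 0.00634). Coverage was higher after IAA at both anchors of all 3 interactions. It went from 984 to 1555 and from 431 to 639 at the first, from 5098 to 6530 and from 5350 to 6468 at Zfp219, and from 1687 to 3286 and from 4645 to 6940 at Fbxo36. Over all shared interactions the median log2 ratio of anchor coverage was 0.18. None of these 3 bin pairs was in the CTCF or RAD21 list. As a set, the 21 changed interactions had anchors of which 34.1% was soft-masked repeat sequence, against 24.6% in matched lists. These tests compare the 2 pooled libraries and not the conditions.

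The main comparison asked whether H3K27ac interactions that coincide with a CTCF interaction were called after IAA as often as others of like span and contact count. Of 2260 such interactions, 32.6% were called again, while matched lists averaged 44.0% (central 95%, 42.3 to 45.7). The difference of -11.4 points was below all 10000 lists, and the share was lower than that of matched interactions in 19 of 20 chromosomes. The comparison was repeated within classes of contact count, matched on span and count inside each class, a test added after seeing the data. The difference was -9.83 points at 6 to 9 contacts, -15.2 at 10 to 14, -10.7 at 15 to 24 and -5.94 at 25 or more. It lay outside the matched lists in all 4 classes. In the last class 83.3% were called again against 89.3% (86.2 to 92.1), where shares near 100% leave less room for a difference. Without matching, 82.9% of the interactions outside the CTCF list were called again in that class, so its deficit appeared only after matching. In the lower classes the unmatched shares were 5.28%, 18.9% and 51.3% in the CTCF list. Outside it they were 15.7%, 31.7% and 55.5%.

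**Figure D2:**
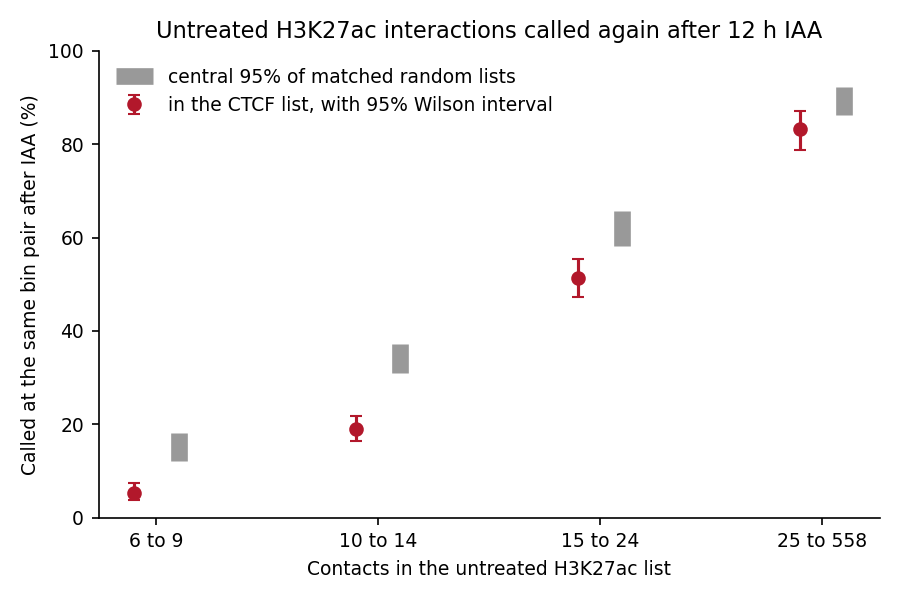
Share of untreated H3K27ac interactions called at the same bin pair after IAA (percent) by untreated contact count. Red points are bin pairs in the CTCF list with 95% Wilson intervals, and grey bars the central 95% of random lists matched on span and count within the class. The observed share lies below the matched lists in all 4 classes, from 5.28% against a mean of 15.1% to 83.3% against 89.3%.

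Interactions that coincide with a RAD21 interaction gave a similar difference, with 40.6% of 2061 called again against 50.6% (48.8 to 52.3) in matched lists. That difference of -9.94 points depended on the matching. With lists matched on span alone it was 0.41 points, inside the lists. With lists matched on span and q-value, an alternative added after seeing the data, it was -12.5 points. The matched lists then averaged 53.1% (51.3 to 54.8). With CTCF-list anchors at both ends, whatever their partners, 38.4% of 4785 interactions were called again against 43.6% (42.4 to 44.8). This class contains all 2260 interactions in the CTCF list. Without them, 43.6% of the remaining 2525 were called again, inside their matched lists (41.5 to 44.9). With such an anchor at 1 end the shares were 41.4% of 12918 and 42.4% (41.7 to 43.1). Matched lists without interactions in the CTCF list gave 43.9% (43.2 to 44.7) for this class, a difference of -2.53 points. With none, 45.0% of 18571 were called again, above the 42.5% (41.9 to 43.2) of matched lists.

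Contact counts of shared interactions moved in the same direction for the CTCF class. The 737 shared interactions in the CTCF list had a median log2 ratio of -0.15, against 0.03 in matched lists (-0.03 to 0.03), and 61.6% had a ratio below 0. The difference of -0.17 was below all 10000 lists and negative in 19 of 20 chromosomes. For the 837 shared interactions in the RAD21 list the median was -0.17 and the difference -0.18. For the 1837 with CTCF-list anchors at both ends, the median was -0.07 and the difference -0.10. Without those in the CTCF list, the remaining 1100 had a median of 0.03, the value of equal counts, at which the matched lists were fixed too, so that median decides nothing. Their mean log2 ratio was -0.02 against 0.02 in matched lists (-0.01 to 0.04), a difference of -0.04 outside the lists. The 5350 shared interactions with a CTCF-list anchor at 1 end had a median of 0.03, equal to their lists. Their mean log2 ratio was -0.01. Matched lists without interactions in the CTCF list gave 0.04 (0.03 to 0.05), a difference of -0.05 outside the lists. Since the lists draw interactions singly while neighbours can share anchors, differences as small as -0.04 and -0.05 are weak evidence. The 8364 shared interactions with no CTCF-list anchor also had a median of 0.03, inside matched lists that ended at the same value. Their mean log2 ratio was 0.07 above matched lists and outside them. Means were chosen after seeing the data. After division by anchor coverage the median of this last class changed sign relative to matched lists, to -0.05.

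Interactions between protein-coding start sites were compared in the same way. With start sites at both ends, 50.3% of 4445 interactions were called again at the exact bin pair, against 42.1% (40.9 to 43.3) in matched lists, a difference of 8.17 points. Within 1 bin the direction reversed, with a difference of -4.83 points. The 2235 shared ones had a median log2 ratio of -0.05, a difference of -0.08 from matched lists.

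**Figure D3:**
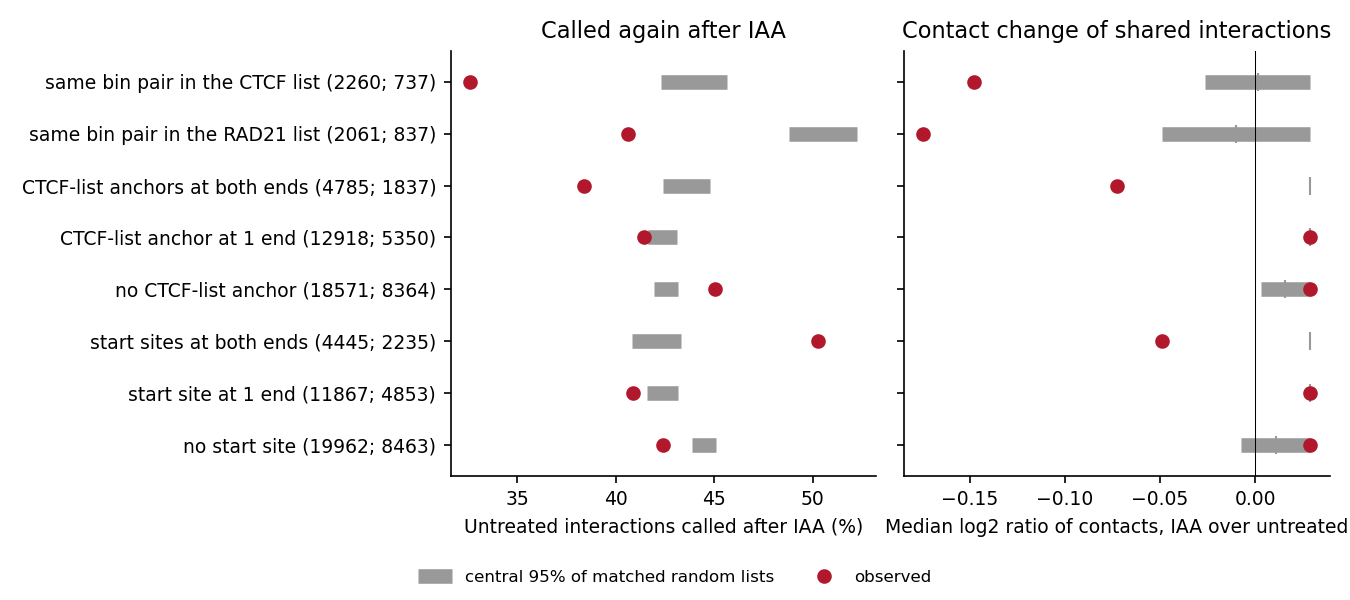
Left, percent of untreated H3K27ac interactions called again after IAA. Right, median log2 ratio of contacts of shared interactions. Red points are observed values, grey bars the central 95% of matched random lists, and grey ticks the middle of that range where the bar has no width; numbers in brackets are untreated and shared interactions. The CTCF class lies below its lists in both panels, at 32.6% and -0.15, and the start site pairs lie above their lists on the left, at 50.3%, for exact bin pairs only, and below them on the right.

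Interactions called in a single condition were longer than shared ones. The median span was 28 kb for those called without treatment only, 26 kb for those called after IAA only and 20 kb for shared ones. The difference between the first and second was 0 kb with at least 10 contacts, where all medians were 18 to 20 kb. At least 1 CTCF-list anchor lay strictly between the anchors of 54.7% of the IAA-only interactions, against 50.7% (49.96 to 51.4) in untreated interactions matched on span, a difference of 3.99 points that was above all 10000 lists. The untreated-only interactions also crossed such anchors more often than span-matched shared ones, by 3.25 points. When the IAA-only interactions were matched to untreated-only ones on span and contact count, an alternative chosen after seeing the data, the difference was 2.67 points.

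At the promoters fixed in advance, counts were small. Sox2 lies on chromosome 3 at 34650405 to 34652461. Its promoter bin had 16 interactions without treatment and 10 after IAA. The 7 shared ones held 209 and 157 contacts, a log2 ratio of -0.38 (95% interval -0.68 to -0.09). Among them, the intergenic bin at 34758001 to 34760000 went from 43 to 18 contacts (log2 ratio -1.23), with an adjusted p of 0.384 by the exact binomial test with Benjamini-Hochberg adjustment. The Klf4 promoter had 7 and 6 interactions, and the 6 shared ones gave a log2 ratio of 0.17 (-0.18 to 0.51). The Nanog promoter had 21 and 18, and the 15 shared ones gave 0.06 (-0.17 to 0.29). Neither sum differed from 0 at this depth. The Nanog sum joined changes of both signs. The interaction with the bin at 122608001 to 122610000 on chromosome 6, overlapping an exon of Gdf3, went from 27 to 50 contacts (log2 ratio 0.92, adjusted p 0.679 by the exact binomial test). The one with 122762001 to 122764000, in an intron of Slc2a3, went from 23 to 12 (log2 ratio -0.91). Outside the promoter bin, rises of the same Gdf3 bin did pass the adjusted p threshold of 0.05. With 122702001 to 122704000, contacts went from 54 to 116 (adjusted p 0.002 by the exact binomial test). With 122662001 to 122664000, they went from 39 to 82 (adjusted p 0.043 by the same test). These interactions do not involve the promoter bin and are not part of the Nanog sum. The Prdm14 promoter had 3 and 1, and the shared one held 13 and 14 contacts. No interaction was listed in any of the 4 lists at the bin taken for Esrrb, 86360001 to 86362000 on chromosome 12. That bin holds the start of the annotated gene. Start sites of its other transcripts were not looked up, so an Esrrb promoter without interactions is not shown. Of the 5 promoters, Nanog alone had listed CTCF interactions (3) and RAD21 interactions (2).

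**Figure D4:**
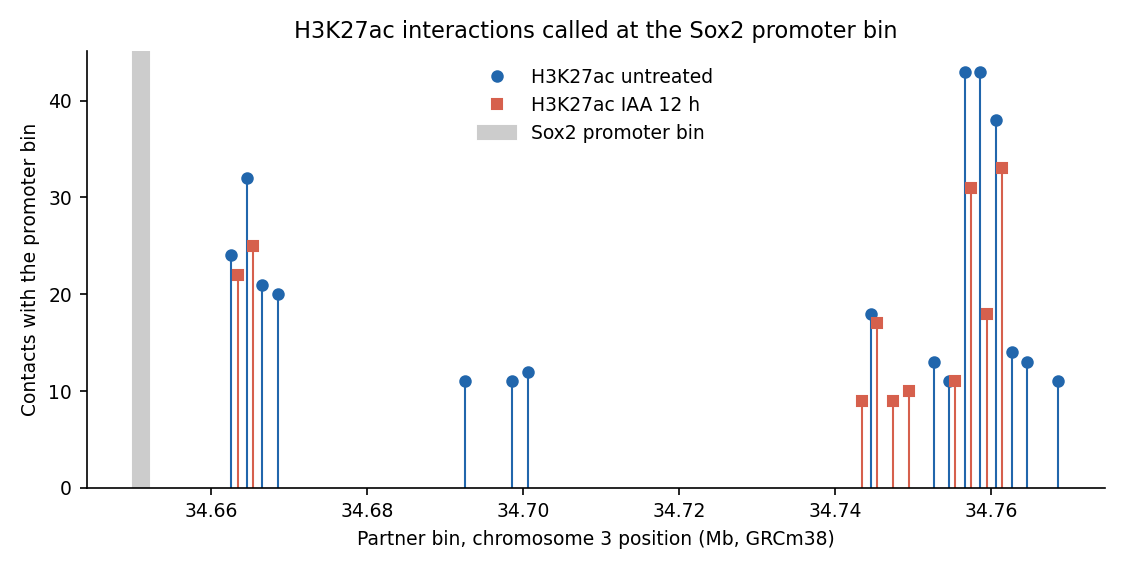
Contacts of each H3K27ac interaction called at the Sox2 promoter bin (grey band) against the position of the partner bin (Mb on chromosome 3, GRCm38), untreated (blue circles) and after IAA (red squares, drawn slightly to the right). A partner with a single symbol was called in 1 list only. The bin at 34758001 to 34760000 fell from 43 to 18 contacts.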

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

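No paired analysis was possible because the lists are pooled over replicates and carry no replicate number, and leaving out each replicate could not be run for the same reason. Over the main results with a test, 55 combinations of result and alternative kept the direction and the side of the threshold. For those without a test, 6 stayed within the interval of the reported value or within 1.5 times the reported count. A further 9 moved, 4 reversed and 2 passed a threshold that the reported value had not. Among secondary values, 17 stayed and 16 moved. Those that stayed include the counts of higher and lower interactions under a minimum of 10 contacts, which removed nothing. The deficits of interactions in the CTCF list, in retention and in contacts, kept their direction and stayed outside the matched lists under every alternative run that altered their input, as did the excess crossing by IAA-only interactions.

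The share of untreated interactions called again depended most on how a match was defined. It was 42.9% as reported, 65.7% with each anchor free by 1 bin and 52.7% for untreated interactions with a q-value of 0.01 or less looked up in the full IAA list. It was 49.8% when both lists were given the same length, 46.9% with at least 10 contacts and 44.8% at a q-value of 0.01 in every list. With the p-value limit of the IAA list applied to both, an alternative added after seeing the data, it was 45.1%. By construction the stricter settings keep interactions with more contacts, which were called again more often.

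The number of shared interactions with changed contacts was 21 as reported, 12 at an adjusted p-value of 0.01 and 60 when scaled by the model totals, again added after seeing the data. The split of higher and lower went from 15 and 6 to 6 and 54 under that scaling. With anchors less than 50% soft-masked, also added after seeing the data, 15 of 15064 changed, 9 higher and 6 lower, so fewer were called higher and as many lower. The minimum of 10 contacts over both lists removed no shared interaction. For 3 main results, the changed count and both contact changes, it therefore says nothing about stability. It is not among the combinations of main results above. For the higher and lower counts, which are secondary values, it says nothing either.

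The retention difference of interactions with CTCF-list anchors at both ends was -5.18 points as reported and 0.32, inside the lists, without those in the CTCF list, an alternative added after seeing the data. By construction the reported retention deficit thus rests on the interactions in the CTCF list. For the contact change of this class that setting alone was run, and the mean stayed below matched lists, by a difference of -0.04. The retention difference of RAD21 interactions went from -9.94 points to 0.41 with lists matched on span alone. In those lists 40.2% were called again, against 50.6% with contact counts matched too, so the matching on counts accounts for the change. With lists matched on span and q-value, added after seeing the data, the difference was -12.5 points, outside the lists. The contact change of interactions with no CTCF-list anchor, 0.0015 as reported and inside the lists, became -0.045 and outside after division by coverage, and 0.069 and outside when means replaced medians. For the sign change the cause was not tested. The retention difference of start site pairs went from 8.17 points to -4.83 within 1 bin, and a test of the cause is given under the other observations. The span difference between untreated-only and IAA-only interactions was 2 kb as reported, 1 bin, with a bootstrap interval of 0 to 2 kb. It was 4 kb within 1 bin, and the cause was not tested. It was 0 kb at a q-value of 0.01 in every list and 0 kb with at least 10 contacts, so no difference in span between the 2 sets is established. The convergent share minus its re-paired value was -0.76 points with the consensus, inside the re-pairings, and -0.77 with the core, outside them, and the cause was not tested. The core gave 14017 instead of 1444 interactions and a stronger strand bias of the anchors. At up to 1 mismatch the consensus left 20 pairs, and the sign changed, to 11.04 points, inside the re-pairings.

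Depth limits single interactions most. In the shared interactions, whose median was 36 contacts over both lists, a 2-fold change was recovered in 10% of simulated cases.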

Other observations

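The test of the IAA library's depth was written after its result was seen, and the other tests were written before theirs. All were run on the same lists in which the patterns were noticed, so each explanation here is a hypothesis.

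Fewer H3K27ac interactions were called after IAA. A lower depth of that library is argued against, since its model contacts were 1.17 times those of the untreated data. A larger number of tested pairs is argued against as the whole cause. Under the p-value limit of the IAA list, 33483 untreated interactions remained, 1.19 times the IAA list. A different peak set for each condition is argued against, because the peak flag differed in 0 of 16828 bins present in both lists. A loss restricted to CTCF-list anchors is argued against too. The number of interactions without such an anchor fell by 15.6%, those with 1 anchor fell by 24.5%, and those in the CTCF list fell by 59.2%. Those with 2 anchors outside the CTCF list fell by 25.9%, about as much as those with 1. A broad loss with a larger one at CTCF interactions stays open. So does a difference in enrichment between the 2 libraries, since called interactions took 4.94% of contacts without treatment and 3.47% after IAA, and no replicate values were analysed here to separate treatment from library. A weaker enrichment may lower all classes, which the fall of 15.6% leaves open.

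H3K27ac interactions in the CTCF list lost contacts relative to matched ones. Span and contact count are argued against as the cause by the matching itself, which left -0.17. Lower coverage at the anchors is argued against as the whole cause, since division by coverage left -0.081 relative to matched lists, with the observed median of -0.09 outside the lists (-0.05 to 0.03). The fall was smaller than without the division, so coverage may carry part of it. The class was then split by the RAD21 list. The 306 interactions in both lists changed by -0.30 relative to matched interactions in neither, the 431 in the CTCF list alone by -0.12 and the 531 in the RAD21 list alone by -0.13. The first fell further than the last, by a difference of residual medians of -0.13 against shuffles of -0.07 to 0.08, which argues against a cohesin interaction alone as the whole cause. Retention separated them more. Relative to matched lists it was -18.4 points in both lists and -3.33 in the CTCF list alone, while the RAD21 list alone gave 1.53, inside its lists. A dependence on the strength of the CTCF interaction is a candidate explanation that stays open. Spearman's rho between CTCF contacts and the log2 change was -0.062 across 737 interactions, below shuffles of -0.03 to 0.10. The relation is weak, with medians of -0.13, -0.12 and -0.21 in rising classes of CTCF contacts. Loss of CTCF under IAA, which the design names, also stays open and untested, because the condition is represented by 1 pooled list.

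Motif orientation gave no clear answer for the same pattern. With the core, 25 convergent interactions changed by -0.45 relative to 35 other oriented ones, outside shuffles of -0.24 to 0.32. With the consensus fixed beforehand, 15 against 38 gave 0.27, inside shuffles of -0.37 to 0.36. Whether convergent interactions fall further cannot be told apart from no difference, since the definitions disagree and the numbers are small.

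IAA-only interactions crossed CTCF-list anchors more often than span-matched untreated ones. A locally higher density of such anchors is argued against, because the intervals of the same length beside them held such anchors less often, by a mean of -2.76 points. Reduced insulation at CTCF sites is a candidate explanation. A limit on it is that untreated-only interactions also crossed more often than shared ones, by 3.25 points, so part of the excess may belong to any interaction called in a single list. The remainder against untreated-only interactions was 2.67 points.

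Repeated sequence may contribute to the interactions with changed contacts. The mean soft-masked share of their anchors was 34.1%, above the lists (19.8 to 29.8), which is consistent with reads from repeats affecting some of them. With anchors less than 50% soft-masked, 9 instead of 15 were called higher and 6 lower as before in number. Among the 15 rises, the shares of 50% or more were 68.7%, 71.75%, 51.9% and 56.65%. The highest share among the falls was 41.3%. The drop to 9 exceeds the rises removed by the limit, so part of it came from the renewed adjustment of p-values. Whether repeats bear on the rises more than on the falls was not tested. The interaction with the most contacts in the untreated list was singled out after its values were seen. It lay on chromosome 17 between 39842001 to 39844000 and 39848001 to 39850000. Its contacts went from 558 to 322 at a span of 6 kb, the shortest in the list. The first bin holds the annotated start site of Gm26917, and the second those of AY036118 and CT010467.1. The bin pair was in both the CTCF and the RAD21 list and was among the 6 called lower. Its anchors were 30.5% soft-masked, so the limit of 50% kept it. Neither a biological explanation nor an effect of read mapping was tested for it.

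Start site pairs were called again more often at the exact bin pair and less often within 1 bin. A sharper position of these interactions is a candidate explanation that stays open. Another untreated interaction lay within 1 bin of 38.1% of start site pairs, against 66.0% (64.7 to 67.2) in matched lists, a difference of -27.8 points. Interactions with neighbours have more chances of a match when 1 bin is allowed, so neither direction alone shows whether start site pairs were more or less stable under IAA.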
